A study of Mus musculus with 4 samples. Its data were reported in "TBX2 specifies and maintains inner hair and supporting cell fate in the Organ of Corti" (2022).

How the data were processed

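RNA levels were measured on 4 dual-colour Agilent mouse oligonucleotide arrays, each of which compared a pool of organs of Corti from Sox2-Tbx2LOF embryos with a pool from control embryos. The organ of Corti is the sensory epithelium of the cochlea, and the tissue came from its basal part. Sox2-Tbx2LOF embryos carried floxed Tbx2 alleles together with CreERT2, a recombinase fused to part of the estrogen receptor, knocked into the Sox2 gene. Tamoxifen activates this recombinase, and 4 mg were given to the pregnant dams at embryonic day (E) 16.5 before dissection at E18.5. Controls lacked the recombinase. They came from crosses in which both parents were homozygous for the floxed allele, while the deposited labels leave the other Tbx2 allele of controls undetermined. The RNA of 1 pool was labelled with Cy3 (green) and that of the other pool with Cy5 (red). The Sox2-Tbx2LOF pool was in Cy3 on arrays 1 and 3 and in Cy5 on arrays 2 and 4. Pools were sorted by sex, and arrays 1 and 2 held female pools while arrays 3 and 4 held male pools. Groups, dyes and sexes came from the deposited labels, so that n = 4 independent pools per genotype throughout.

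The deposited scanner files hold spot intensity values on a linear scale that the authors obtained with Agilent Feature Extraction 10.7.3.1, as the mean brightness of each spot and the median brightness of its local background in either channel. These intensity values were not normalized. The same deposited files also hold a log10 ratio of red over green processed signal, which the authors' scanner software had corrected for background and dye. Another kind of value, the signed fold change of Sox2-Tbx2LOF over control in the deposited series matrix, was made by the authors with steps that the files do not state. Its direction was settled by comparison with the scanner values, where the correlation across probes lay between 0.972 and 0.978 on the 4 arrays. Each file lists 174979 spots, of which 17263 are control spots. The remaining spots carry 39429 probes with 4 spots each. All 4 arrays shared a slide and a scan. Probe positions are those of the array files on the mouse genome build mm9. Positions were given for 39040 probes, and the array files do not state the exon, so a probe was placed only by its start within the transcript where the files give it. Gene symbols were taken from a RefSeq table of assembly GRCm38.p6 where the accession of a probe matched, which was the case for 28328 probes, and 1359 of these had another symbol in the array files. No coordinate of that table was used. Altogether 36992 probes had a gene name.

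Background was corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50. Ratios were normalized within each array by loess over all probe spots. Control spots and spots with an outlier flag of the scanner software were left out after background correction, and 3.23% to 3.56% of the probe spots on each array had such a flag. No spot was saturated. The log2 ratios of the spots of a probe were averaged, and all ratios are given as Sox2-Tbx2LOF over control. A probe was tested when it was well above background on at least 3 of the 4 arrays in the Sox2-Tbx2LOF channel or in the control channel, as judged by the scanner software in more than 0.5 of its spots. This left 28104 probes of 20044 genes, and 11325 dim probes were not tested. Loess and the ratio scale assume that most genes do not change, so the ratios show unequal change and no absolute change in RNA amount. The offset pulls ratios of dim probes towards 0. For a probe that was not well above background in 1 group on any array, only a bound was given, as the mean channel level of the bright group over the mean of the dim group, where each dim value was replaced by the lowest signal well above background on that array if that was higher. These channel levels were taken after loess and quantile normalization of the average brightness between arrays, and the balanced dye swap limits dye bias in them.

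Differential expression was tested with limma (lmFit and eBayes) on the log2 ratios, with a term for the dye and with Benjamini-Hochberg adjustment over the tested probes. A probe was called changed at an adjusted p under 0.05 and a fold change of at least 1.5 in either direction. All p-values are two-sided. The methods of the study name a 2-class unpaired comparison with Significance Analysis of Microarrays (SAM). The ratio within an array was preferred because both channels of a spot share the spot and the hybridisation, and SAM was computed on the same normalized values as an alternative, with all 70 regroupings of the 8 pools and the smallest delta with an estimated false discovery rate of 0. The comparison of the effect between sexes used a sex by genotype term in the same limma fit. Sets of genes were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, each gene being represented by its brightest probe. Positions were tested with a two-sided Fisher's exact test of called against not called probes inside and outside a window of 10 Mb on either side of a locus.

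The following choices were made before the data were examined. Named genes were Tbx2, Sox2 and Esr1, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the 8 genes with the largest change in each direction among called probes with the same sign on all 4 arrays, every called gene within 10 Mb of Sox2 or Tbx2, and the genes of fixed lists. The ranking used the probe with the largest change of each gene, and the brightest probe gave the value elsewhere. Lists were written for inner hair cells (IHCs), inner supporting cells, both together as the inner compartment, outer hair cells (OHCs), outer supporting cells, both together as the outer compartment, and all hair cells. Further lists held the genes that the study named as lower or higher at E18.5 from these same arrays and at an earlier stage from other arrays. Tissue lists covered neurons, glia, mesenchyme, blood, melanocytes and the greater epithelial ridge, which is the epithelium next to the organ of Corti. The marker lists came from general knowledge and the text of the study. The inner-compartment list held 5 genes that the study had picked from these arrays, and the outer-compartment list held 0 such genes. The alternatives were no background correction, the scanner software's log ratio, median centring, no filter on dim probes, a stricter filter, no dye term, unpaired limma on channel values, SAM, a sex term, the median of the spots, the series matrix values, omission of each array in turn, no minimum fold, an adjusted p under 0.01, a single probe per gene, other window sizes and other tests of the lists. Alternatives added after the data had been seen were the series matrix without probes at a value of exactly 1 and the inner-compartment list without the genes that the study named, the latter also with an estimated correlation and with each array left out. The receptor target list was likewise written after the Esr1 values had been seen, and the earlier-stage lists without the genes named at E18.5 were also added after the data had been seen.

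The normalization and the fits were tested on simulated data made from the real probes for the comparison of Sox2-Tbx2LOF with control. Camera and fry were checked on a shifted and an unchanged simulated list, and the window test on planted and randomly placed calls. With 200 of 28104 probes changed by 1 on the log2 scale, limma on ratios, unpaired limma and SAM each recovered 200 with 0 false calls. Spot brightness changes were also passed through background correction and loess, only for probes brighter than the median tested probe. They came back with a median of 0.996 on the log2 scale for a simulated change of 1. This says nothing of dimmer probes, whose ratios the offset pulls towards 0. For a sex difference of 2 on the log2 scale, 200 probes were recovered with 55 false calls. The number of arrays, which is 4, limits the precision. The SD of the log2 ratio between arrays had a median of 0.13 over the tested probes. Tables were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and version 1.17.8 of the R package data.table, and plots were drawn with matplotlib 3.10.9.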

Results

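The arrays compared the RNA of E18.5 organs of Corti from Sox2-Tbx2LOF embryos with that of control embryos, in 4 pools per genotype. Sox2-Tbx2LOF embryos lost Tbx2 in Sox2-expressing cells after tamoxifen at E16.5, a time when hair cells and supporting cells had begun to form. Inner hair cells (IHCs) with their supporting cells make up the inner compartment of this epithelium, and outer hair cells (OHCs) with theirs make up the outer compartment. The comparison asked which transcripts depend on Tbx2 after these cells have been specified. Every array held a Sox2-Tbx2LOF pool and a control pool of the same sex, with 2 arrays of female pools and 2 of male pools, and within each sex the dyes were swapped.

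The median spot signal on arrays 1 to 4 was 346, 412, 381 and 355 in the Sox2-Tbx2LOF channel. It was 396, 319, 411 and 315 in the control channel. The median local background was 31 to 33 in green and 68 to 80 in red. Of the probe spots, 75.2%, 70.7%, 74.6% and 70.4% were well above background in the Sox2-Tbx2LOF channel, against 70.6%, 74.3%, 70.9% and 74.0% in the control channel. The higher share was in the green channel on each array. Channel levels of the same genotype correlated across the tested probes with r between 0.997 and 0.999, where probes are not independent replicates. The log2 ratios of Sox2-Tbx2LOF over control correlated with r of 0.44 to 0.46 between arrays with the same dye for Sox2-Tbx2LOF. Between arrays with swapped dyes the r was −0.28 to −0.09. The dye was a term of the fit.

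Sex labels were checked with transcripts of the X and Y chromosomes. The Xist probe A_52_P113537 (mm9 chromosome X, 100656289 to 100656348) had a mean log2 level of 12.14 over the 4 female pools and 6.09 over the 4 male pools. On the Y chromosome, Ddx3y was at 5.99 in female and 12.36 in male pools, and Eif2s3y was at 6.33 and 14.05. Uty was at 6.03 and 8.38, and Kdm5d was at 6.09 and 6.56. The sex-linked levels matched the label in both channels of all 4 arrays.

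The targeted gene Tbx2 was represented by the single probe A_55_P2010773, which starts at base 3502 of its transcript (mm9 chromosome 11, 85655391 to 85655450). Its log2 ratio on arrays 1 to 4 was −0.06, −0.24, −0.02 and −0.30. The mean log2 ratio of Tbx2 was −0.15 ± 0.14 (SD, n = 4), and it was lower on 4 of 4 arrays. In limma the SE was 0.047 and the unadjusted p was 0.0106. It did not pass the correction over all tested probes (adjusted p 0.313), so the probe showed no significant decrease after that correction. Whether this part of the transcript is removed by recombination was not analysed here. Over the alternatives the log2 ratio of Tbx2 lay between −0.18 and −0.14. Sox2, the gene that carries the knock-in, had log2 ratios of 0.31, 0.11, 0.27 and 0.25 at probe A_52_P307739, which starts at base 1846 of its transcript (mm9 chromosome 3, 34550773 to 34550832). The mean for Sox2 was 0.23 ± 0.09 (SD, n = 4), higher on 4 of 4 arrays. This difference was not significant after that correction either (limma, SE 0.049, unadjusted p 0.00122, adjusted p 0.0872).

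Of 28104 tested probes, 70 were called changed by limma, and they belonged to 61 genes. Higher levels in Sox2-Tbx2LOF pools were found for 34 probes of 30 genes. Lower levels were found for 36 probes of 31 genes. All 70 called probes had the same sign on the 4 arrays, and their log2 ratios correlated between arrays with r of 0.964 to 0.977. As these probes were selected on the same arrays, such agreement is largely built in and is no independent evidence. Without the minimum fold, 277 probes had an adjusted p under 0.05, of which 126 were higher and 151 were lower. That was the alternative that raised the count most. The series matrix lowered it most, to 1 called probe, and the scanner software's own log ratio gave 124. SAM called 61 probes, 24 higher and 37 lower, and 60 of these were among the 70. Without array 1 the number of probes called lower was 74 in place of 36, and 67 of the 70 probes remained called. The plot of log2 ratio against brightness shows the called probes.

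**Figure D1:**
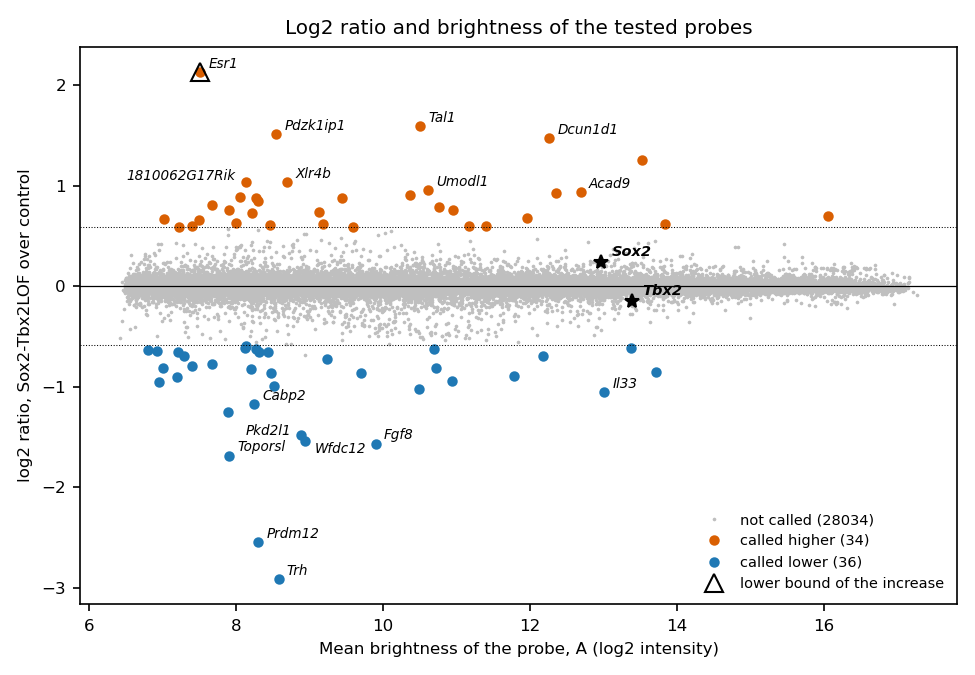
Log2 ratio of Sox2-Tbx2LOF over control (vertical axis) against mean brightness in log2 intensity (horizontal axis) for the 28104 tested probes, with 34 called higher in orange, 36 called lower in blue and the rest in grey. Dotted lines mark a fold change of 1.5, the stars for Tbx2 at −0.15 and Sox2 at 0.23 lie between them, and the farthest points are Trh at −2.91 and Esr1, whose open triangle is the log2 of a lower bound of 4.37-fold.

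The largest decrease was that of Trh, the gene of thyrotropin-releasing hormone, at probe A_55_P2071349 (mm9 chromosome 6, 92192061 to 92192120). Its mean log2 ratio was −2.91 ± 0.08 (SD, n = 4), a level 7.53 times lower than in control (limma adjusted p 5.76e-08). The scanner software's log ratio, which has no offset, gave −3.77. Prdm12 followed with −2.55 ± 0.11 (SD, n = 4) at A_55_P1980139 (chromosome 2, 31511125 to 31511184, adjusted p 1.09e-07). Toporsl fell by 1.69 on the log2 scale, with an SD of 0.20 between arrays. Fgf8, a growth factor gene of IHCs, had a mean log2 ratio of −1.57 ± 0.07 (SD, n = 4) at A_55_P2101508 (chromosome 19, 45811355 to 45811414, adjusted p 2.14e-06), and its other probe was at −1.26. Wfdc12 and Pkd2l1 had mean log2 ratios of −1.54 and −1.48. Cabp2, which codes for a calcium-binding protein of IHCs, had −1.17 ± 0.10 (SD, n = 4, limma adjusted p 1.03e-05). Il33 had −1.06 ± 0.28. All of these genes were lower on 4 of 4 arrays, as the ranking rule required, and each decrease exceeded the spread between arrays.

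The largest increase was that of Esr1, the estrogen receptor gene. Its probe A_55_P2030883 starts at base 1252 of transcript NM_001302533 (mm9 chromosome 10, 5489352 to 5489411). It was well above background on 4 Sox2-Tbx2LOF arrays and on 0 control arrays, so Esr1 signal was at least 4.37-fold higher in Sox2-Tbx2LOF pools. The probe was higher on 4 of 4 arrays (limma adjusted p 2.91e-07). Another Esr1 probe, A_52_P237077 (base 4040 of NM_007956, chromosome 10, 5343056 to 5343115), was well above background on all 4 arrays in both groups and had a log2 ratio of −0.04 with an adjusted p of 0.9996. The remaining Esr1 probes, A_51_P474658 and A_66_P138072, were not well above background in either group. Tal1 and Pdzk1ip1 lie 0.0223 Mb apart on chromosome 4 and had mean log2 ratios of 1.59 ± 0.23 and 1.51 ± 0.26 (SD, n = 4), with limma adjusted p of 3.67e-05 and 2.08e-06. Dcun1d1 was at 1.47 ± 0.14 (SD, n = 4, limma adjusted p 1.03e-05), 1810062G17Rik at 1.04 ± 0.20 and Acad9 at 0.93 ± 0.21, and all of these lie close to Sox2. Xlr4b on the X chromosome was at 1.03 ± 0.25 and Umodl1 at 0.95 ± 0.19. These genes were higher on 4 of 4 arrays, as the ranking rule required. Unpaired limma and SAM did not call Xlr4b, with an adjusted p of 0.479 in the former and a range of 4.36e-07 to 0.479 over the alternatives. The values per array are drawn in the plot of the genes with the largest change.

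**Figure D2:**
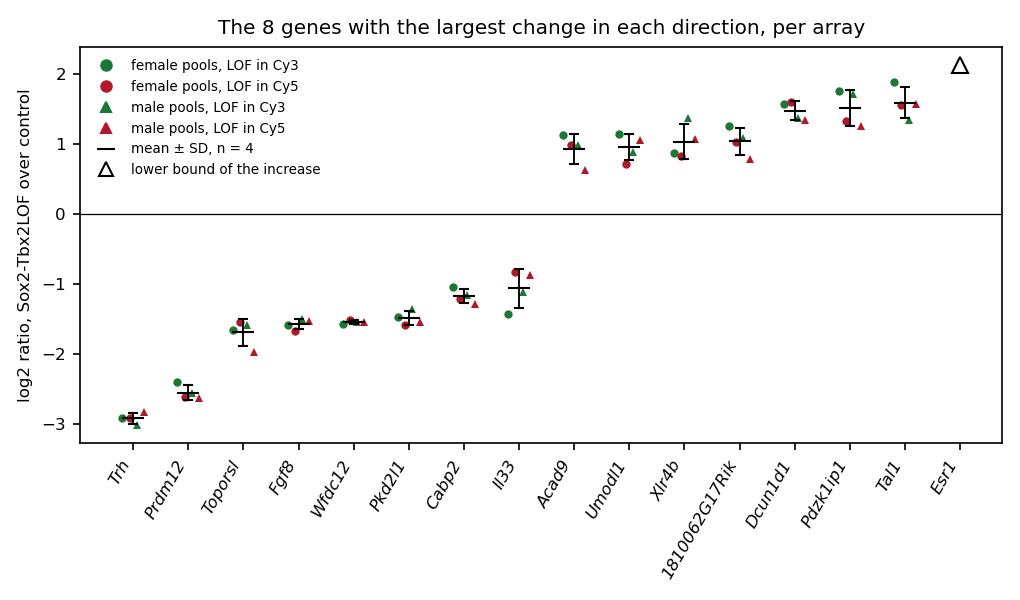
Log2 ratio of Sox2-Tbx2LOF over control (vertical axis) on each of the 4 arrays for the 8 genes with the largest change in each direction (horizontal axis). Circles are female and triangles male pools, colour gives the dye of the Sox2-Tbx2LOF pool, and bars give the mean ± SD, from −2.91 for Trh to 1.59 for Tal1 with no array on the other side of 0, while the open triangle for Esr1 is the log2 of a lower bound of 4.37-fold with no values per array.

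Because the recombinase was knocked into Sox2 and controls lacked it, the position of called probes relative to Sox2 on chromosome 3 was examined. Within 10 Mb of Sox2 lay 7 of 70 called probes (10%), compared with 125 of 27874 probes that were not called (0.448%). The odds ratio was 24.7 (two-sided Fisher's exact test, p 4.18e-08), with probes counted as independent. All 7 were higher in Sox2-Tbx2LOF pools. Sox2ot, at mm9 34579564 to 34579623, had a mean log2 ratio of 0.61 ± 0.15 (SD, n = 4, limma adjusted p 0.00215), and without array 2 it was 0.55, which is under the minimum fold. The other 6 genes lie in a stretch of 0.589 Mb between 35791953 and 36381168, more than 1 Mb from Sox2. Apart from Dcun1d1, Acad9 and 1810062G17Rik, these were Gm15952 at 0.75 ± 0.12, Mccc1 at 0.93 ± 0.15 and Zfp267 at 0.91 ± 0.26 (SD, n = 4). Gm15952 was not called by unpaired limma or SAM. A brighter Mccc1 probe had a log2 ratio of 0.30 and a further Dcun1d1 probe had 0.37, so the size of these changes depended on the probe. Over all 132 tested probes within 10 Mb of Sox2, the median log2 ratio was 0.01. The same window around Tbx2 on chromosome 11 held 1 of 70 called probes (1.43%) and 1.32% of the others (two-sided Fisher's exact test, p 0.605). The called gene there was Tac4, with a mean log2 ratio of 0.61 ± 0.16 (SD, n = 4, limma adjusted p 9.88e-04) at 95130516 to 95130575. Its log2 ratio was 0.57 without array 1, which is under the minimum fold, and unpaired limma and SAM did not call it. By alternatives, the share of called probes near Sox2 moved most with the series matrix, where the only called probe lay elsewhere and the share was 0%.

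**Figure D3:**
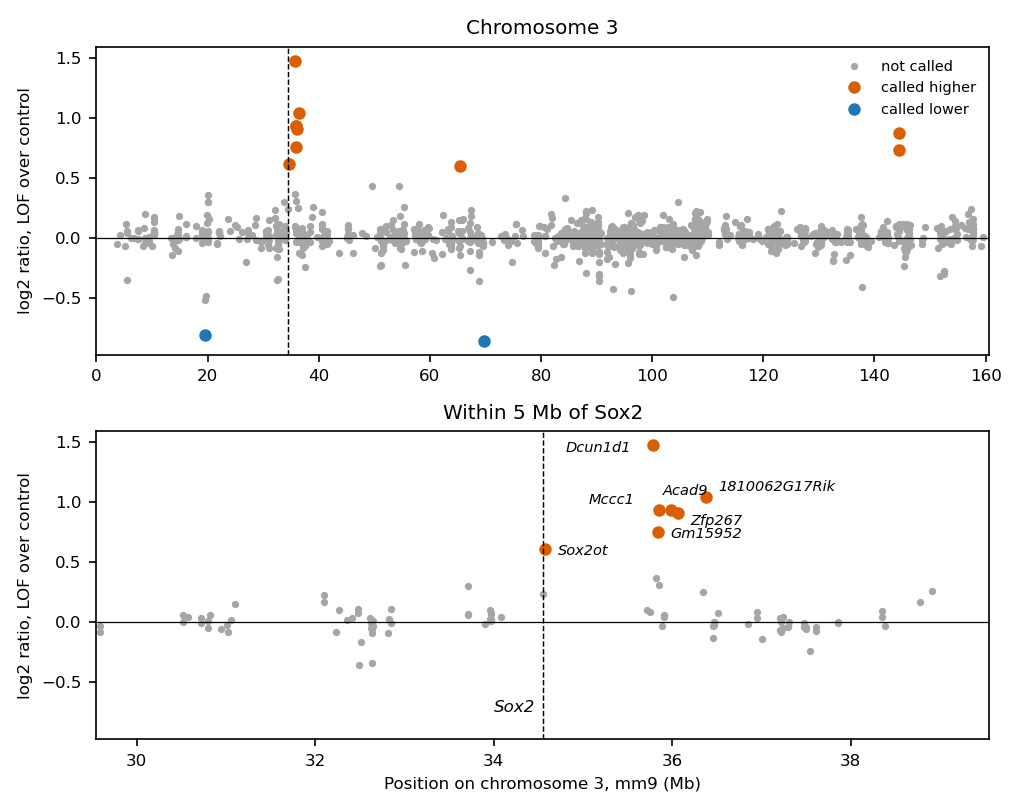
Log2 ratio of Sox2-Tbx2LOF over control (vertical axes) of the tested probes along chromosome 3 in Mb on mm9 (horizontal axes), for the whole chromosome above and within 5 Mb of Sox2 (dashed line) below. Called probes are orange when higher and blue when lower, and the 7 called probes near Sox2 are all higher, with Dcun1d1 at 1.47.

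Whether markers of the inner compartment fell and those of the outer compartment rose was tested on fixed lists. Of 13 inner-compartment genes, 10 were lower in Sox2-Tbx2LOF pools and 3 were higher, with a median log2 ratio of −0.40 and a mean of −0.49. The set was lower by camera (p 6.87e-19) and by fry (p 2.32e-04), and camera with an estimated correlation gave p 0.0111. Called genes were Fgf8, Cabp2, Otol1, Fgf20, Dnajc5b and Slc17a8, which makes 6 of 13. An adjusted p under 0.05 over all probes was found for 7 genes, and for 8 genes when adjusted over the list alone. As the study picked 5 of the 13 genes from these arrays, the latter count is not independent evidence. The 8 remaining genes had a median of −0.07, with 5 lower and 3 higher, and camera gave p 0.00136, or 0.0803 with an estimated correlation. Slc17a8, the glutamate transporter gene of IHCs, was at −0.66 ± 0.20 (SD, n = 4, limma adjusted p 2.86e-04) at its brightest probe and at −0.12 at its other probe. Dnajc5b was at −0.81 ± 0.15, and its probe was well above background on 2 of the 4 Sox2-Tbx2LOF arrays. It was the only called gene among the 8 remaining genes. Its probe lies on chromosome 3 at −15.04 Mb from Sox2, outside the window of 10 Mb. Slc7a14, another of the 8 genes, lies closer to Sox2 on that chromosome and was not called (log2 ratio 0.15). Otof was at −0.40 ± 0.19, which was significant (adjusted p 0.00985) but under the minimum fold, and SAM, unpaired limma and limma without a dye term did not find it significant.

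Of 17 tested outer-compartment genes, 10 were higher and 7 were lower, with a median log2 ratio of 0.09 and a mean of 0.08. The set was higher by camera (p 0.0117) and fry (p 0.0194), whereas camera with an estimated correlation gave p 0.113. Without array 3 the camera p was 0.0538. The OHC gene Slc26a5 was not well above background and was not tested. The only called gene was Strip2, at 0.75 ± 0.26 (SD, n = 4, limma adjusted p 0.00219), while its other probe was at 0.12 and unpaired limma did not call it. Hey2 was at 0.29 ± 0.08 with an adjusted p of 0.0409, and Etv4 was at −0.27 ± 0.27 with an adjusted p of 0.0474 and was lower on 3 of 4 arrays. Over the alternatives, the adjusted p ranged from 0.0174 to 0.343 for Hey2 and from 0.0443 to 0.827 for Etv4. Over all probes 3 genes had an adjusted p under 0.05, and 7 had when adjusted over the list alone. The values of both lists are drawn in the plot of the compartment lists.

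**Figure D4:**
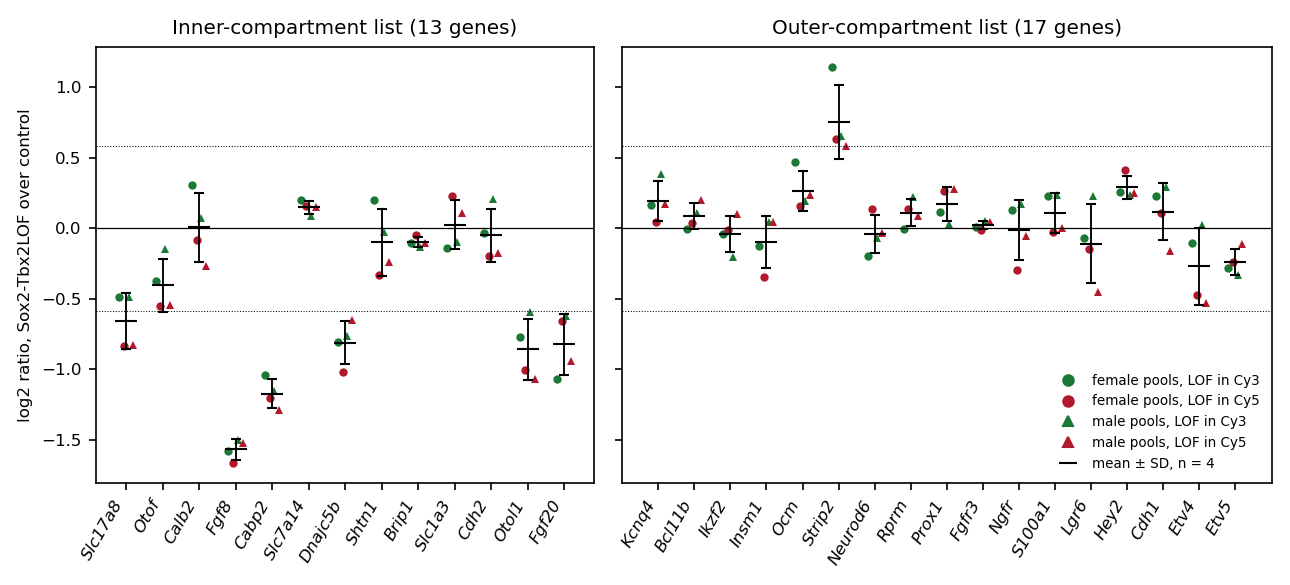
Log2 ratio of Sox2-Tbx2LOF over control (vertical axis) on each of the 4 arrays for the 13 tested genes of the inner-compartment list (left) and the 17 of the outer-compartment list (right), with bars for the mean ± SD and dotted lines at a fold change of 1.5. In the left panel 6 genes lie below the lower line by their mean, and in the right panel Strip2 at 0.75 lies above the upper line.

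The parts of these lists behaved as follows. The IHC list, with 9 genes, had a median log2 ratio of −0.40 (camera p 4.09e-15, fry p 5.47e-04), with 4 genes called and 6 significant when adjusted over the list alone. The inner supporting cell list, with 4 genes, had a median of −0.44 (camera p 3.91e-06, fry p 0.0220), with 2 called and 2 significant when adjusted over the list alone. Its called genes, Otol1 and Fgf20, were picked by the study from these arrays, as were Fgf8, Cabp2 and Slc17a8 of the IHC list. The p-values of these lists are thus not independent evidence. The other inner supporting cell genes, Slc1a3 and Cdh2, were at 0.02 and −0.05. The OHC list, with 8 tested genes, had a median of 0.10 (camera p 0.00111, fry p 0.0204), with 1 called and 3 significant when adjusted over the list alone. The outer supporting cell list had a median of 0.02 (camera p 0.597, fry p 0.337), with 0 of 9 called and 4 significant when adjusted over the list alone, in both directions. The list of all hair cells, with 5 genes, had a median of 0.04 and a mean of −0.003, so that these differed in sign, as did camera (higher, p 0.858) and fry (lower, p 0.394). It had 0 called genes and 1 significant when adjusted over the list alone.

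Genes that the study named from these arrays were examined as a check of the processing, and as they were picked from these data they are not independent evidence. Of the 9 genes named as lower at E18.5, 9 were lower and 9 were called, with a median log2 ratio of −0.86 (camera p 1.79e-46, fry p 3.32e-04). Of the 8 named as higher, 8 were higher and 7 were called, with a median of 0.76 (camera p 1.04e-35, fry p 1.86e-04). In both lists all genes had an adjusted p under 0.05, over all probes and when adjusted over the list alone. The gene that was not called, Crhr1, had a mean log2 ratio of 0.50 ± 0.10 (SD, n = 4, limma adjusted p 0.00136), which is under the minimum fold. Genes that the study named from an earlier stage had been picked on other arrays, and some of them were also named at E18.5. These lists were a small selection and do not stand for all changes at that stage. Of the 4 genes in the list lower at that stage, only Fgf8 was called here, and the median of 0.04 and the mean of −0.35 differed in sign (camera lower, p 0.117, fry lower, p 1.60e-04), with 1 significant when adjusted over the list alone. Of the 7 genes in the list higher at that stage, 5 were higher here, with a median of 0.38 (camera p 1.59e-06, fry p 0.00589), 1 called and 4 significant when adjusted over the list alone. These lists overlap with the genes named at E18.5 by Fgf8 among the lower and by Crhr1 and Tectb among the higher ones, which include every called gene of both. Without them, the lower list kept 3 genes with a median of 0.08 (camera higher, p 0.166, fry higher, p 0.104), and the higher list kept 5 genes with a median of 0.02 (camera p 0.0291, fry p 0.0390) and 0 called. With camera at an estimated correlation, the calls of the IHC list (p 0.0147), the inner-compartment list, the study's lists at E18.5 (p 0.00447 and 0.00593), the list higher at the earlier stage (p 0.0386) and the mesenchyme list (p 0.0439) held before adjustment. Those of the inner supporting cell list (p 0.118), the OHC list (p 0.0777) and the outer-compartment list did not. Adjusted over the 17 lists, the smallest of these p-values was 0.0504. After the same adjustment, fry gave p 0.00131 for the inner-compartment list and 0.0373 for the outer-compartment list. Camera at the preset correlation gave 0.0181 for the latter.

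Tissue lists were used to ask whether the pools differed in neighbouring tissue. In 6 lists with 32 tested genes, 0 genes were called by limma and 0 by SAM, and in limma 0 had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 9 of the 32 genes. Mesenchyme genes were higher in 6 of 6 cases, with a median log2 ratio of 0.20 (camera p 6.68e-06, fry p 0.0250) and 3 genes significant when adjusted over the list alone. Blood genes were lower in 5 of 5 cases with a median of −0.08 (camera p 0.00246, fry p 0.00373), and 1 was significant when adjusted over the list alone. Melanocyte genes were lower in 4 of 4 tested cases with a median of −0.14 (camera p 0.00834, fry p 0.359), and 1 was significant when adjusted over the list alone. Neuron genes had a median of 0.03 (camera p 0.463) and glia genes of 0.004 (camera p 0.281), with 0 and 1 significant when adjusted over the list alone. Genes of the greater epithelial ridge had a median of −0.007 and a mean of 0.02, which differed in sign (camera p 0.842), with 2 significant when adjusted over the list alone. The mean log2 ratios of the 32 genes lay between −0.27 and 0.34, all below the minimum fold. Single arrays could go beyond it, as the melanocyte gene Dct was at −0.82 on array 3 and at 0.80 on array 4. With camera at an estimated correlation, blood (p 0.0908) and melanocytes (p 0.264) were not significant.

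The effect of the genotype was compared between female and male pools with a sex by genotype term. In limma, 0 of 28104 probes had an adjusted p under 0.05 for a difference between the sexes, and the smallest adjusted p was 0.99987. At an unadjusted p under 0.05 there were 566 probes (2.01%). Without the filter on dim probes the count over all probes was 0, with 994 at an unadjusted p under 0.05, and with the scanner software's log ratio it was 0 of 28104, with 886. No difference between the sexes was detectable with 2 arrays of each.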

Values the study reported

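The study reported 48 down- and 32 upregulated genes in Sox2-Tbx2LOF tissue at E18.5. Its analysis required a minimum fold change of 1.5. Each of its pools at that stage contained 16 to 20 organs of Corti, with n = 4 pools. At E14.5 the study found 36 upregulated and 90 downregulated genes.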

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

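The tests in this part were chosen before the results were seen. Of 65 sets of 4 array values that were examined, 48 for genes and 17 for list medians, 3 had an array far from the others, where chance alone would give 3.25. So many sets of this kind are no more than chance gives, and no biological explanation was tested for them.

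Strip2 was higher on array 1, with a log2 ratio of 1.14, than on the other arrays, whose mean was 0.62. The gap from array 1 to the nearest array was 0.8745 of the range of the 4 values. Without array 1 the log2 ratio of Strip2 was 0.63 with a limma adjusted p of 0.00157, so that Strip2 stayed above the minimum fold of 1.5. Over its alternatives the adjusted p ranged from 3.66e-05 to 0.353. The dye was shared with array 3, which was at 0.65, and the sex with array 2, which was at 0.63, so neither alone accounts for the value of array 1.

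Hey2 had a log2 ratio of 0.41 on array 2 and a mean of 0.25 on the others. The gap was 0.8698 of the range. Without array 2 the log2 ratio was 0.25 and the limma adjusted p was 0.103. Leaving out array 1 or array 3 also raised it above 0.05, with adjusted p of 0.139 and 0.126, so the loss was not particular to array 2.

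The median of the mesenchyme list was 0.06 on array 4 and had a mean of 0.22 on the others. The gap was 0.8867 of the range. The gene of this list farthest from 0 was Col1a1 with a log2 ratio of 0.34, under the minimum fold. A different amount of mesenchyme in the pools of arrays 1 to 3 may lie behind the shift of the list. Whether array 4 differed in dissection was not tested.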

How the results depend on the processing

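Among the alternatives, the series matrix without probes at a value of exactly 1 and the inner-compartment list without the genes named by the study were the tests chosen only after the result was seen.

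Main calls were 70 probes, 34 higher and 36 lower. Over 15 settings other than the series matrix, 59 to 70 of these were called again. The scanner software's log ratio gave 124 called probes, 52 higher and 72 lower, and the cause was not tested. No minimum fold gave 277, 126 higher and 151 lower, since it only removes a criterion. Leaving out each array in turn gave 68 to 106 called probes, with 29 to 37 higher and 37 to 74 lower. The highest counts, 106 and 74, were those without array 1, and the cause was not tested. The share of calls that were higher was 48.6% in the main setting, 41.9% with the scanner software's log ratio and 30.2% without array 1. Median centring gave 35 higher and 35 lower.

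The series matrix values gave 1 called probe, 1 higher and 0 lower, and 2088 probes at an unadjusted p under 0.05. Of the tested probes, 794 had a value of exactly 1 on all arrays. Without the 1648 tested probes at exactly 1 on any array, the same values gave 106 called probes, 58 of them lower, and 69 of the 70 main calls were kept. The low count of the series matrix therefore went with the probes at exactly 1.

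The inner-compartment list stayed lower with an unadjusted p under 0.05 in 20 alternatives that changed 1 choice each, with p from 1.87e-51 to 0.0111, and from 6.98e-29 to 7.03e-19 when each array was left out. The value of 0.0111, from camera at an estimated correlation, became 0.0623 after adjustment over the 17 lists. With both an estimated correlation and without the genes named by the study, the list had p 0.0803. The outer-compartment list stayed higher in all 19 of its alternatives, with p from 0.00384 to 0.113. It lost significance with camera at an estimated correlation (p 0.113). Leaving out each array gave p from 0.00384 to 0.0538, where the highest value was that without array 3. The causes were not tested. The share of called probes within 10 Mb of Sox2 was 6.60% to 9.46% when each array was left out and 0% with the series matrix (p 1), where the single called probe was that of Esr1. Under the other settings with this window it was at most 10.9%, and the 5 Mb and 20 Mb windows held 10% and 11.4%. The number of probes with a sex difference was 0 under both alternatives.

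Of 46 gene values, 0 changed direction. Of 39 with an adjusted p under 0.05, 38 lost significance with the series matrix. Of the 39, 29 kept it under every alternative that tested them but the series matrix, and 10 lost it under at least 1 other. Esr1 and Dnajc5b, among the 29, had no value under the stricter filter on dim probes. Apart from the series matrix, Etv4 lost it in 12 alternatives and Hey2 in 11, a brighter Mccc1 probe in 7 and Otof in 3. Sox2ot fell under the minimum fold without array 2 (0.55) or array 3 (0.56), Tac4 without array 1 (0.57) or array 2 (0.58), Tectb without array 2 (0.58) and Gabrg3 without array 2 (−0.58).

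The pairing of pools by array number was checked, and it rests only on the shared hybridisation. Deviations from the group means correlated with r of −0.325 to 0.332 for pools on the same array and −0.609 to 0.468 for pools on different arrays. With no replicate block, unpaired limma gave 59 called probes, 23 higher and 36 lower. A slide or scan block was not run because all 4 arrays shared 1 slide and 1 scan.

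Signal over background limits what could be tested, as 11325 dim probes were left out. Without that filter 67 probes were called, and with the stricter one 64.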

Other observations

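The tests chosen only after the result was seen were those of the neighbouring called genes, of shared signal in the Xlr family, of the pool splits for the inner-compartment list without the genes named by the study and of the receptor target list.

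The number of genes called lower was 31, and the number called higher was 30. Both are below the values quoted from the study above, and the gap is larger for the genes called lower. The counts are not like for like, since the study used SAM on its own normalized values and these came from limma. SAM on the values here called 37 probes lower and 24 higher.

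Called probes gathered around Sox2 on chromosome 3 (two-sided Fisher's exact test, p 4.18e-08) and did not gather around Tbx2 on chromosome 11 (p 0.605). The latter decides nothing about a linked stretch around the floxed Tbx2 allele, since both parents carried that allele and the groups need not differ there. A linked stretch of chromosome around the Sox2 knock-in, which controls lacked, is a candidate explanation for the 7 calls near Sox2. A biological effect of Tbx2 on these genes stays open, as untested, because the knock-in was present in every Sox2-Tbx2LOF pool and in no control pool. Strain variants under the probes cannot be told apart from a change in RNA level here. The probes of Dcun1d1 differed by 1.11 on the log2 scale but both were higher, and the arrays hold no sequence of the pools, which keeps it open. Of the 8 inner-compartment genes left without those named by the study, only Dnajc5b was called. Dnajc5b lies on chromosome 3 at −15.04 Mb from Sox2 and was lower. A linked stretch around the knock-in is not excluded for Dnajc5b.

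Esr1 signal was at least 4.37-fold higher at the probe that starts at base 1252, whereas the other probe well above background was at −0.043. This is consistent with hybridisation of the CreERT2 transcript, which carries part of the estrogen receptor, to the former probe. Of 5 tested receptor targets, 0 were called by limma, with log2 ratios of −0.07 to 0.12.

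Of the 35 splits of the 8 pools into 4 against 4, 2 gave as many called probes as the real split in unpaired limma, the real one included. The real split gave 59 and the split by dye gave 83, while the split by sex gave 12. Chance is therefore not excluded by this count. The split by dye is technical, and with a dye term the ratio fit gave 70 called probes, whereas the 6 other ways of turning the arrays gave 0 to 1. For the inner-compartment list 1 of 35 splits, the real one, had a p as small, but this decides nothing because 5 of its genes had been picked on that split. With the 8 remaining genes it was again 1 of 35. This argues against chance only for camera at its preset correlation, with which the count was made. For the real split, fry on the array ratios gave these genes p 2.77e-04, and camera with an estimated correlation gave 0.0803. The p was 1.70e-04 to 0.00374 at the preset correlation when each array was left out. For the outer-compartment list 1 of 35 splits, the real one with p 0.0191, had a p as small, and another split was close to it with p 0.0256. A share of 1 in 35 is the smallest that this count can give. Fry gave the outer-compartment list p 0.0194, and its genes went both ways, with 10 higher and 7 lower. Among the lower genes were Etv4 (−0.27) and Etv5 (−0.24). After the same tamoxifen schedule, the study found their RNA on sections absent or much reduced at E18.5. Their decrease here therefore does not run against the study's own staining. The list was not significant with camera at an estimated correlation (p 0.113) or without array 3 (p 0.0538). Chance is therefore not excluded for this list.

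The dye coefficients of the called probes lay at the 55.4 percentile of random sets matched on brightness, which argues against a dye bias as the source of the calls. Among the 32 tissue genes the mean log2 ratio farthest from 0 was 0.34, for Col1a1. No list median of these means went beyond 0.20, the value set as the limit. The small means argue against another share of neighbouring tissue as the whole cause of the calls. Single pools could still differ, as Dct lay between −0.82 and 0.80 on single arrays. The mesenchyme median lay at that limit, so a small difference in mesenchyme stays open. A loss of Tbx2 function stays the biological explanation that the design names, as a hypothesis. The altered Sox2 allele and the recombinase were likewise in every Sox2-Tbx2LOF pool and in no control pool. For all called genes, these arrays cannot separate their effects from those of Tbx2 loss.

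Outside the Sox2 window, 11 of 53 called genes had another called gene within 1 Mb. Random sets of genes had a median of 4 and at most 16 (permutation p 0.0122). Of these genes, 5 belong to the tandem families Xlr and Clca, whose copies can share signal. Without both families, 6 of 48 called genes had such a neighbour, against a median of 3 in random sets (permutation p 0.205), so chance placement is not excluded for the others, Tal1 and Pdzk1ip1 included. Of 8 tested Xlr probes, 8 were higher and 5 were called, and 2 lay within 0.2 of 0. Signal shared among near-identical copies cannot be told apart from a rise of single copies, because the probes that stayed near 0 lie elsewhere on the X chromosome and no sequence comparison of the copies was made.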
